A study of Oryza sativa with 8 samples. Its data were reported in "OsChz1 acts as a histone chaperone in modulating chromatin organization and genome function in rice" (2020).

How the data were processed

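Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed in rice (Oryza sativa) seedlings harvested at 30 days, grown in long days (14 h of light, 10 h of darkness) at 30 °C by day and 28 °C by night. The 8 libraries fell into 4 groups of 2 replicates each by their labels. These were anti-MYC ChIP and input DNA from the complemented line carrying MYC-tagged OsChz1 in the oschz1 background (COM1, labeled OsChz1-MYC/oschz1), and anti-MYC ChIP and input DNA from the oschz1 mutant (oschz1-1), which has no MYC-tagged protein and shows the background of the antibody. Input libraries were made without antibody.

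Per the study's methods, the authors trimmed read pairs with CUTADAPT, aligned them to the Nipponbare reference genome (MSU7) with Bowtie2, and removed pairs with low mapping quality and potential PCR duplicates with Samtools. Peaks were called against input. The results text of the study names MACS2 for the OsChz1 peaks, whereas its methods name SICER, and the columns of the lists name no caller, although the labels of the COM1 and oschz1-1 lists carry an option of the MACS family (nomodel). The methods state that peaks of both replicates were intersected with ChIPpeakAnno. They also state that samples were compared with DiffBind at a false discovery rate of 0.05, but do not name COM1 and oschz1-1 there. The lists name no replicate, so that how the replicates entered each list is not known from them.

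The deposited data used here were 3 lists of genomic regions, namely the COM1 peaks, the oschz1-1 peaks, and the authors' deposited table of regions higher in COM1 than in oschz1-1 (differential regions). Each list held 3 columns, the chromosome, the start and the end, on 12 chromosomes. The COM1 and differential lists also held regions on a further sequence named ChrSy. No peak height, fold enrichment, p-value or read number accompanied a region. From the lists, the depth behind each peak is therefore unknown, and they give no ranking of peaks by strength. Read numbers per library and signal per replicate were not used here, so that a difference in depth between the genotypes was not corrected for, and no error between replicates was estimated. Confidence intervals of shares were 95% Wilson intervals and cover counting error over peaks only. Coordinates are given 1-based on MSU7.

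From these lists, the number of peaks, their widths, the covered length, the overlaps between lists, the number of peaks per Mb on each chromosome and the gaps between neighboring peaks were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Overlap required at least 1 bp. Observed values were set against 10000 sets of random regions with the number and the lengths of the list. The random regions were placed on the 12 chromosomes, and the 7 COM1 peaks and 2 differential regions on ChrSy were left out of these tests. The length of a chromosome was taken as the position of the last listed peak end, which gave 372.7 Mb in total. Stretches of unknown sequence and regions without uniquely mapped reads could not be excluded from the random placement, so that fold values over random regions are relative to the whole span. In the overlap tests with oschz1-1, the oschz1-1 list was placed at random and the other lists were held. Random regions could overlap each other, and their overlaps counted as gaps of 0. These tests are called position permutation below. All their p-values were two-sided, and the smallest value they can give is 0.0002. Widths were compared with a two-sided permutation test of the difference in medians (100000 resamples, smallest possible value 1e-05). Differential status was compared between COM1 peaks with and without an oschz1-1 peak by a two-sided Fisher's exact test, which was chosen after the data were examined. Because differential regions are defined by a lower signal in oschz1-1, this test is not independent of their definition, and its p-value is not reported. Adjusted p-values follow Benjamini and Hochberg, over 5 overlap tests, over 6 spacing tests, and over the 12 chromosomes within each list. The 5 overlap tests include those between differential regions and COM1 peaks, whose outcome was fixed by the shared borders. In all of these tests the units are peaks, which are not biological replicates.

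The procedures were tested on simulated data. With 20 of 170 regions planted on COM1 peaks, the overlap test gave a p-value under 0.05 in 100 of 100 runs and recovered 19.6 regions above the random mean, and with unrelated lists it did so in 0 of 100 runs. For spacing, the share of gaps under 5 kb gave such a p-value in 100 of 100 runs with 85 planted close pairs among 170 regions. The median gap gave one in 3 of 100 runs without planted pairs. False positives of the share and detection by the median gap were not simulated, nor was a smaller number of close pairs. The width test gave a p-value under 0.05 in 60 of 60 runs with a shift of 20 bp between groups of 11349 peaks in all. With random labels it did so in 3 of 60 runs.

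The named regions were, by a rule set before the data were examined, the 5 widest of each list. The same rule named OsChz1 and a set of flowering genes. These genes are not reported here, because the gene table at hand was for another rice assembly (ASM3414082v1) than the MSU7 coordinates of the peaks. For the same reason 6 planned results were not analysed here, namely the genomic annotation of the peaks, the assigned genes, the distance to the transcription start site, the GC content, the repeat share and the gene families. The main settings and the following alternatives were also set before the data were examined. Alternatives tried were stricter overlaps, the widest peaks of each list, joining of peaks within 1 kb, covered length in place of peak number, random regions on the same chromosome, and regions moved by at most 500 kb. Resampling of 1 Mb blocks and leaving out each chromosome were also tried for the widths. Added after the data were examined were the rotation of a whole list along the joined chromosomes, the difference in mean width, and random subsets of the COM1 list. The width comparisons by overlap with the other genotype and the shares by width class were not laid out beforehand either.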

Results

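To localize OsChz1 on rice chromatin, anti-MYC ChIP-seq of the complemented line COM1, which carries MYC-tagged OsChz1, was compared with anti-MYC ChIP-seq of the oschz1-1 mutant, in which no tagged protein is present. OsChz1 is a rice protein with a CHZ domain, a domain that it shares with the yeast histone chaperone Chz1. Each genotype was represented by 2 ChIP libraries and 2 input libraries from seedlings at 30 days. The data were 1 peak list per genotype and the authors' deposited table of regions with a higher signal in COM1, so that the values below have no replicate error. The lists give no read numbers, and a difference in depth between the genotypes was not corrected for.

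The COM1 list held 11356 peaks. They covered 4.36 Mb, which is 1.17% of the 372.7 Mb spanned by the peaks of the 12 chromosomes. The oschz1-1 list held 170 peaks, which covered 0.0472 Mb. COM1 thus had 66.8 peaks for each peak of the mutant control and 92.4 times the covered length. The median width of the COM1 peaks was 317 bp, with an interquartile range of 246 to 444 bp, and the widest peak reached 2751 bp. The oschz1-1 peaks were narrower, with a median of 252.5 bp, an interquartile range of 226 to 300 bp and a maximum of 816 bp. When peaks within 1 kb of each other were joined, 10230 COM1 regions and 169 oschz1-1 regions remained. Counting only peaks at or above the median COM1 width moved these numbers most, to 5704 and 34. Because each genotype has a single list that names no replicate, the difference in peak number could not be set against the spread between replicates.

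**Figure D1:**
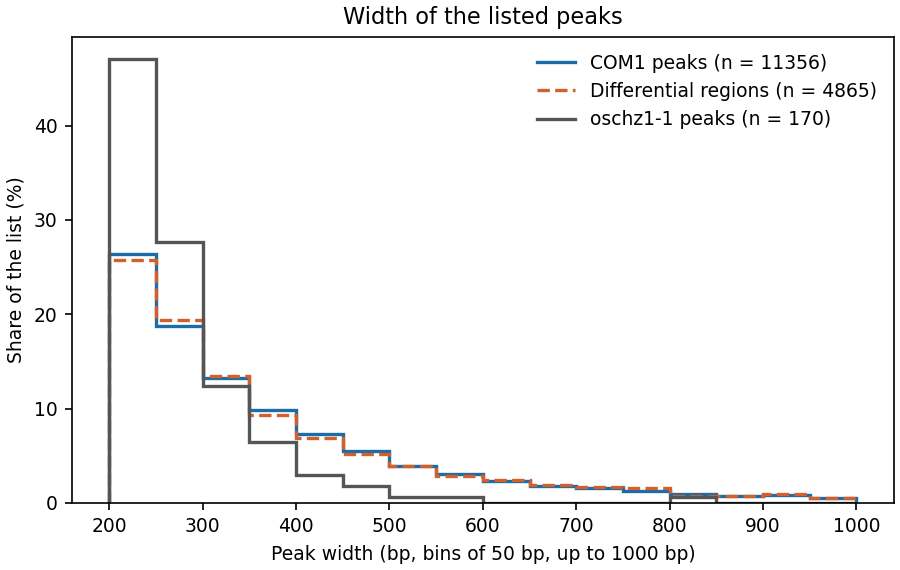
Share of each list (y axis, %) by peak width (x axis, bp, in bins of 50 bp up to 1000 bp) for COM1 peaks, differential regions and oschz1-1 peaks. The COM1 and differential curves lie close together, with medians of 317 and 318 bp, and the oschz1-1 peaks are shifted to narrow widths, with a median of 252.5 bp.

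To determine how many COM1 peaks were also called without the tagged protein, the peaks of both genotypes were intersected. The lists hold no signal, so a position without an oschz1-1 peak may still carry background signal below the peak threshold. An oschz1-1 peak was found at 112 of the 11356 COM1 peaks, which is 0.986% (95% confidence interval 0.820 to 1.19%, Wilson). Seen from the mutant, 111 of 170 oschz1-1 peaks overlapped a COM1 peak, which is 65.3% (57.9 to 72.0%). One oschz1-1 peak overlapped 2 COM1 peaks, which accounts for the different numbers. Random placement of the oschz1-1 list gave 3.39 COM1 peaks with an overlap on average and at most 12 in 10000 sets. The observed overlap was 33.0-fold above random (two-sided position permutation p = 0.0002, the smallest value possible, adjusted p = 0.00025). The number was sensitive to the overlap required, and fell to 48 COM1 peaks when at least 50% of the COM1 peak had to be covered, at 39.0-fold above random. With at least 50% of the oschz1-1 peak covered, 100 of 170 oschz1-1 peaks (58.8%) still overlapped a COM1 peak, at 50.4-fold above random. With at least 50% of both peaks covered, 45 of 170 (26.5%) did. At an overlap of at least 1 bp, no COM1 peak was found at 59 of 170 oschz1-1 peaks, which is 34.7% (28.0 to 42.1%).

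COM1 peaks that overlapped an oschz1-1 peak were wider than the other COM1 peaks, with medians of 525.5 and 316 bp (112 and 11244 peaks, permutation p = 1e-05, the smallest value possible). A wide peak also has a higher chance of an overlap. Among the oschz1-1 peaks, those shared with COM1 and those not shared had medians of 258 and 249 bp, a difference within chance (permutation p = 0.399). These width tests were not laid out beforehand.

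The authors' deposited table of regions higher in COM1 than in oschz1-1 held 4865 differential regions covering 1.91 Mb. Each of them overlapped exactly 1 COM1 peak, and 4863 had the borders of that peak. Hence 42.8% of the COM1 peaks (41.9 to 43.8%) were differential, and 6491 (57.2%, 56.2 to 58.1%) were not. Random placement of the differential regions would have met 114 COM1 peaks on average. The excess over this number follows from the shared borders and is not evidence of its own. Among the 112 COM1 peaks with an oschz1-1 peak, 6 were differential (5.36%, 2.48 to 11.2%), against 4859 of the 11244 COM1 peaks without one (43.2%, 42.3 to 44.1%). The lower share (odds ratio 0.0744) follows at least in part from the definition of the differential regions, since a peak called in oschz1-1 leaves less room for a higher signal in COM1. Relative to random positions in the genome, the same 6 regions were 4.08-fold more than the 1.47 obtained on average (position permutation p = 0.0078, also after adjustment). That excess remained past 0.05 in the widest 50% of each list and against random regions on the same chromosome or moved by at most 500 kb. It was no longer past 0.05 when at least 50% of the region had to be covered, which left 2 regions (position permutation p = 0.187). A total of 6385 COM1 peaks (56.2% of the list, 55.3 to 57.1%) neither overlapped an oschz1-1 peak nor were differential.

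The width of a COM1 peak differed little by its differential status. The median was 318 bp for the 4865 differential and 316 bp for the 6491 other peaks, and this difference of 2 bp was within chance (permutation p = 0.629). Resampling of whole 1 Mb blocks gave a 95% range of the difference from -5 to 9 bp. The means, in contrast, were 393 and 377 bp, a difference of 16.3 bp that was larger than chance (permutation p = 3e-05), a measure that was chosen after the data were examined. The share of differential peaks was 48.7% (45.8 to 51.6%) in the widest 10% of the COM1 list, from 642 bp upward, and between 40.0 and 45.2% in the other 9 of 10 width classes.

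The 5 widest regions in the authors' deposited table of differential regions were also the 5 widest COM1 peaks, and none of them overlapped an oschz1-1 peak. The widest, of 2751 bp, was located on chromosome 3 from 2495937 to 2498687. The next ones were located on chromosome 8 from 15643784 to 15645701 (1918 bp), on chromosome 6 from 24555616 to 24557457 (1842 bp), on chromosome 10 from 9138187 to 9140015 (1829 bp) and on chromosome 1 from 29188831 to 29190607 (1777 bp). The widest oschz1-1 peak, of 816 bp, was located on chromosome 11 from 16542138 to 16542953 and overlapped 2 COM1 peaks, neither of them differential. The next ones were located on chromosome 5 from 28831042 to 28831625 (584 bp), on chromosome 9 from 9579956 to 9580488 (533 bp) and on chromosome 2 from 24595455 to 24595916 (462 bp). Each of these overlapped 1 COM1 peak that was not differential. The fifth, on chromosome 12 from 11872520 to 11872980 (461 bp), had no COM1 peak. All positions are on MSU7, and the genes at these positions were not analysed here.

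Peaks of all 3 lists were found on each of the 12 chromosomes. The density of COM1 peaks ranged from 26.9 peaks per Mb on chromosome 12 to 32.9 peaks per Mb on chromosome 1. An unadjusted p under 0.05 was found for 4 of the 12 chromosomes. After adjustment, only chromosomes 1 and 12 departed from random (position permutation, adjusted p = 0.0048 for chromosome 12 and 0.0072 for chromosome 1). With covered length in place of peak number both departures held, and chromosome 8 was also lower (position permutation, adjusted p = 0.0024 for chromosome 1, 0.0060 for chromosome 12 and 0.0392 for chromosome 8). They were lost, however, when peaks within 1 kb were joined (position permutation, adjusted p = 0.138 for each of them). They were also lost when the list was rotated as a whole along the genome, which keeps its clusters (position permutation, adjusted p = 0.182 for chromosome 12 and 0.242 for chromosome 1). In both of the latter settings, 2 chromosomes kept an unadjusted p under 0.05. The differential regions ranged from 11.4 per Mb on chromosome 2 to 14.4 per Mb on chromosome 4. None of the 12 chromosomes departed from random after adjustment, although 2 had an unadjusted p under 0.05. With covered length in place of the number of regions, chromosome 2 was lower (position permutation, adjusted p = 0.0312). The oschz1-1 peaks ranged from 0.281 per Mb on chromosome 8 to 0.620 per Mb on chromosome 4, and no chromosome departed from random, with 0 unadjusted p-values under 0.05 among 12.

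**Figure D2:**
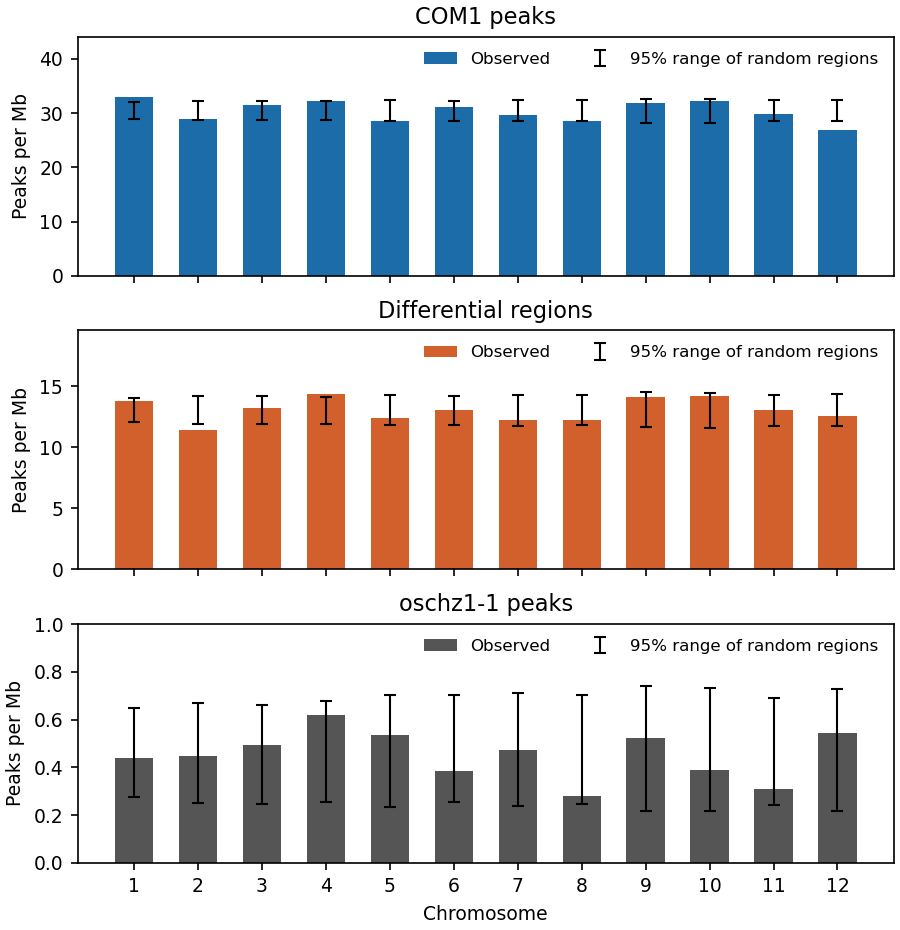
Peaks per Mb (y axis) on each of the 12 chromosomes (x axis) for COM1 peaks, differential regions and oschz1-1 peaks, with bars for the observed density and black lines for the central 95% of 10000 random sets. For COM1, chromosomes 1 (32.9 per Mb) and 4 (32.3 per Mb) lie above their random ranges. Chromosomes 5 (28.5 per Mb) and 12 (26.9 per Mb) lie below theirs. Only chromosomes 1 and 12 remained apart from random after adjustment. For the differential regions, chromosome 2 lies below and chromosome 4 above its range, neither of them after adjustment.

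Neighboring COM1 peaks were closer than random regions by the median gap and by the share of gaps under 5 kb. The median gap between neighbors was 16303 bp, against 22362 bp on average for random regions, and 26.9% of the 11337 gaps were under 5 kb, against 15.1% (for both measures position permutation p = 0.0002, the smallest value possible, adjusted p = 0.0003). The excess of short gaps was 1.78-fold. It was 1.65-fold after peaks within 1 kb were joined, which moved it most, and 1.70-fold against regions moved by at most 500 kb, which keep the regional density. The differential regions had a median gap of 43202 bp, against 52593 bp for random regions, and 12.8% of the gaps were under 5 kb, against 6.81% (position permutation p = 0.0002 and adjusted p = 0.0003 for both). Since these regions are a part of the COM1 list, they were also set against random subsets of COM1 peaks of the same number. Of the gaps in these subsets, 12.2 to 13.9% were under 5 kb in 95% of the subsets, and the differential regions did not differ from them (permutation p = 0.567). Of the 158 gaps between oschz1-1 peaks, 2 were under 5 kb, which is 1.27% against 0.262% for random regions. This 4.83-fold ratio rests on 2 gaps and was not past 0.05 (position permutation p = 0.126), and neither was the median gap (p = 0.382).

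**Figure D3:**
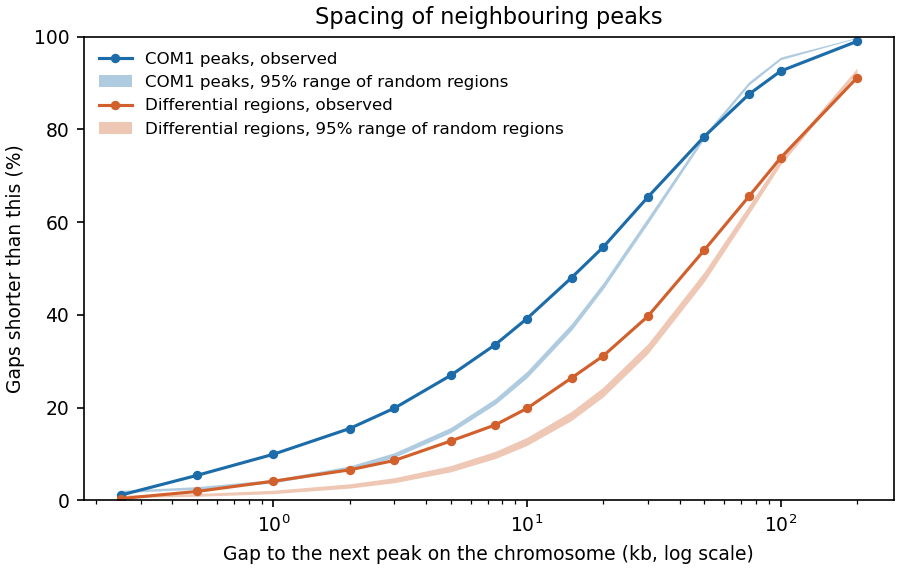
Cumulative share of gaps between neighboring peaks (y axis, %) by gap length (x axis, kb, log scale) for COM1 peaks and differential regions, with points for the observed lists and bands for the central 95% of 1000 random sets. At 5 kb the observed shares are 26.9% for COM1 and 12.8% for the differential regions, both above their bands. At 200 kb they are 99.0% and 91.1%, both below their bands.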

Values the study reported

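In the study, 4865 peaks were defined as occupied by OsChz1, and these corresponded to 3099 genes.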

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

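The rotation of whole lists, the difference in means and the random subsets of the COM1 list were chosen after the results had been seen. So was the test of differential status by overlap. All other settings of the recomputed results were chosen before. The width comparisons by overlap with the other genotype and the shares by width class were not recomputed and were not laid out beforehand. A total of 24 results were recomputed under 95 alternatives, of which 75 kept the direction, the side of the threshold and, for counts, the size within 1.5 times. No paired analysis was possible because the lists used here give 1 list per genotype with no replicate named, and for the same reason no replicate was left out. The settings laid out beforehand but not run were those that need a genome or an annotation of the MSU7 assembly, namely protein-coding genes as the denominator of the chromosomes and all settings of the genomic annotation, the assigned genes, the distance to the transcription start site, the GC content, the repeat share and the gene families.

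The counts moved as the settings were built to do. Only peaks at or above the median COM1 width left 5704 COM1 peaks, 2463 differential regions and 34 oschz1-1 peaks. With at least 50% of the peak's own length covered, 48 COM1 peaks and 2 differential regions overlapped an oschz1-1 peak. Under the same setting, 100 oschz1-1 peaks overlapped a COM1 peak. With at least 50% of both peaks covered, 45 COM1 peaks overlapped an oschz1-1 peak, 45 oschz1-1 peaks overlapped a COM1 peak, and 2 differential regions overlapped an oschz1-1 peak. In the widest 50% of each list, 47 COM1 peaks and 47 oschz1-1 peaks overlapped each other, and 2452 differential regions overlapped 2452 COM1 peaks. The excess of COM1 peaks over oschz1-1 peaks above random positions stayed between 28.9-fold and 42.9-fold under all 5 alternatives.

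The excess of differential regions at oschz1-1 peaks rests on 6 regions. It was 3.86-fold (position permutation p = 0.187) with at least 50% of the region covered and 4.48-fold (p = 0.142) with at least 50% of both, each with 2 regions. It stayed past the threshold in the widest 50% of each list (4 regions, 8.39-fold, position permutation p = 0.0032), against random regions on the same chromosome (4.03-fold, p = 0.0102) and against regions moved by at most 500 kb (3.66-fold, p = 0.0114). The depletion of differential status among COM1 peaks with an oschz1-1 peak kept its direction, with odds ratios of 0.0576 and 0.0617 under these overlaps, and follows at least in part from the definition of the differential regions.

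The difference in width by differential status depended on the statistic. In medians it was between 1 and 3 bp and within chance in the 12 computations that each left out a chromosome, and in means it was 16.3 bp and past the threshold. The differential share was highest, at 48.7%, in the widest 10% of the peaks, which weigh on a mean more than on a median.

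For the chromosomes, the number of COM1 outliers was 3 in place of 2 with covered length, and fell to 0 when peaks within 1 kb were joined and also to 0 when the list was rotated as a whole, and the number for the differential regions rose from 0 to 1 with covered length. Clusters of peaks are the part that joining and rotation treat differently from independent random regions. For the spacing of the differential regions, random subsets of the COM1 list gave a ratio of 0.976 for the median gap (permutation p = 0.163) and of 0.981 for gaps under 5 kb (p = 0.567), so that the excess of 1.88-fold over random positions was not seen relative to the list from which they were taken. The absence of peak heights and read numbers limits all results to the presence and the borders of peaks.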

Other observations

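All tests in this part were chosen after the lists had been inspected, and no biological explanation was tested, because the lists carry neither signal nor replicates.

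A large part of the COM1 peaks was missing from the differential list although the mutant list was nearly empty. Peaks shared with the mutant are not the reason, since 1.63% of the 6491 COM1 peaks outside the differential list overlapped an oschz1-1 peak. Narrow peaks as the whole reason are argued against by the widest 50% of the COM1 list, of which 43.2% (41.9 to 44.5%) was differential, compared with 42.5% (41.2 to 43.8%) of the narrowest 50%. Limited power of a comparison of 2 with 2 libraries, and a signal in oschz1-1 that lies below the peak threshold at these positions, both remain open, and read numbers per library at the 6385 peaks that were neither shared nor differential would be the test.

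Neighboring COM1 peaks often differed in differential status. Of 1126 neighbors with a gap under 1 kb, 55.7% (52.8 to 58.6%) had the same status, against a 95% range of 48.0 to 53.9% for permuted status. This argues against a called status that nearly all close neighbors share. It cannot exclude a signal that is shared across a region, since calls near a threshold may differ between neighbors with a similar signal. The agreement also argues against a status unrelated to position, since the excess was past chance (two-sided permutation p = 0.0020). For gaps of 1 to 10 kb the agreement was 51.5% and within chance (permutation p = 0.563). A candidate explanation is that many COM1 peaks lie near the threshold of the differential test, so that close neighbors fall on either side of it. The lists hold no value that bears on this.

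The differential share rose from the ends to the middle of the chromosomes. With each chromosome divided into 4 equal parts by the distance to its nearer end, it was 40.0% (38.2 to 41.8%) in the outermost part, then 41.8% and 42.9%, and 46.9% (45.0 to 48.8%) in the central part. The share was higher in the inner than in the outer part, divided at 25% of the span, on 10 of 12 chromosomes. The overall difference was 3.89 percentage points, and between 3.28 and 4.59 with 1 chromosome left out. Rotations of the status along the genome, which keep runs of differential peaks together, gave a difference as large often enough that chance runs may account for it (two-sided rotation permutation p = 0.0904). The trend is therefore reported as not past chance.

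The widths bear on how the peaks were called. Calling in fixed windows of 200 bp would give widths in whole windows, and 0.282% of the COM1 peaks had such a width, against 0.5% by chance, so the listed borders are not those of such windows. The smallest width was 201 bp in COM1 and 210 bp in oschz1-1, and the smallest gap between neighboring peaks was 202 and 278 bp. The nomodel label of the COM1 and oschz1-1 lists and the MACS2 named in the results text of the study both point to the MACS family. The borders alone do not settle the caller, since window borders trimmed later, or another caller, were not tested.

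The 6 differential regions at an oschz1-1 peak show how the regions were formed. All 6 equaled the union of the COM1 peak and the oschz1-1 peak. In 2 of them the oschz1-1 peak reached past the COM1 peak. The authors' deposited table gives one on chromosome 2 from 11521803 to 11522356, where the COM1 peak started at 11521806. It gives the other on chromosome 2 from 27871856 to 27872513, where the COM1 peak ended at 27872480. This is consistent with regions merged from both genotypes before the differential test (6 of 6 regions). The 2 altered regions carry the evidence, because in the other 4 the oschz1-1 peak lay within the COM1 peak.

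The differential list is not in genomic order, and its order is related to the peaks. Spearman's rho between the position in the list and the width was -0.18 across regions, which are not independent replicates (Pearson's r -0.11, permutation p = 1e-05 for rho, the smallest value possible). The relation was not monotonic, since the median width fell from 514 bp in the first 10% of the list to 268.5 bp in the 10% just past the middle and was 323 bp in the last 10%. An order unrelated to the peaks is argued against by this value. An order by the result of the differential test may produce it, but the list states no sorting key. The first region of the authors' deposited table, on chromosome 3 from 15315682 to 15316202, is one of the 6 regions at an oschz1-1 peak.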
